A study of Mus musculus with 267 samples. Its data were reported in "Mechanisms underlying divergent responses of genetically distinct macrophages to IL-4" (2021).

How the data were processed

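ChIP-seq of H3K27ac, H3K4me2, H3K4me3, Pol II, EGR2, STAT6, PPARg, PU1 and CEBPb was measured in 267 samples of bone marrow-derived macrophages. Groups came from GEO's labels alone, by target, strain or Egr2 genotype, and hours of IL-4. Values came from 9 tables with a column per library (155 libraries) and 54 peak lists with a list per group. A further 100 samples entered only through their group's peak list, and 12 input libraries were not used. The tables also held 4 value columns that matched no sample's labels, which were left out.

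Per the study's methods, the authors aligned reads with bowtie2 to the genome of each strain, shifted positions to the mm10 reference and made HOMER tag directories. The deposited signal values are tags counted by HOMER in each region and scaled by the authors to 10000000 tags of the library total, per the file headers, with replicates kept apart. Histone mark and Pol II tags were counted in 1000 bp around region centres, factor tags of the Egr2 genotypes in 300 bp around the site and EGR2 time-course tags within the peak. A value multiplied by the library total over 10000000 gave a whole number of reads within 0.1 read for 100% of 7268918 values, so whole reads were recovered for count tests. For the peak lists, the authors called HOMER peaks per replicate and kept peaks reproducible between replicates by IDR, so that each list stands for a group. The deposited score of a peak is the authors' own. It was used to rank peaks within a list, with ties ranked by the deposited count of the peak, and, for EGR2 in NOD, to hold the basal and 24 h lists to the same lowest score. In lists of the merged format 40.3% to 73.5% of peaks held the highest score, so the best peaks there were in effect those with the highest count. Of the 54 lists, 36 had the merged format with a score per peak and 18 (PPARg in each strain, EGR2 in BALB, NOD, PWK and SPRET) kept the peak caller's format. Scaling to library totals leaves a difference in the share of tags inside regions uncorrected, and lists grow with the depth and enrichment of their libraries.

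Library totals ran from 4691644 to 29050468 tags, so 1 normalized tag stood for 0.469 to 2.91 reads. Replicate pairs were compared by chi-square per degree of freedom, which lay between 1.50 and 19.7 in 99 comparisons of 88 pairs, none identical, and each library counted as its own replicate. The strain tables hold different regions and were compared only by matching region centres within 500 bp.

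The fold rule took its thresholds from the study's methods, which ask for the change in both H3K27ac and Pol II. Here each mark was counted alone and then both together, and the pseudocount was added here. Group means of normalized tags plus a pseudocount of 1 had to differ at least 2.5-fold with at least 16 normalized tags (8 for Pol II) in either group. Fold changes on this scale understate the change of low regions. Each region was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) on log2(normalized tags + 1), with Benjamini-Hochberg adjusted p under 0.05 and no filter. Basal and 24 h libraries of a strain and mark entered a fit of their own, the time courses a fit over all times, and the Egr2 genotypes a model of genotype, IL-4 and their interaction for each target. The count tests run as alternatives on the recovered reads were edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0. Tests were checked on simulated data in which 200 regions changed 4-fold or 16-fold.

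Peaks were compared with bedtools 2.31.1, counting an overlap of 1 bp or more as shared. Shares have exact binomial intervals at 95% and co-binding was tested by a two-sided Fisher's exact test over sites, with Benjamini-Hochberg adjustment over the 4 factors. Tables and statistics used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots matplotlib 3.10.9. A fold against a group at 0 reads was computed against a floor of 3 reads over the group, and with 1 to 3 reads the ratio has an exact interval. Genes came from the GENCODE vM21 annotation of mm10, where 89.4% of 12060 promoter regions of the authors' annotation lay within 1000 bp of a gene start, against 7.39% of their intergenic regions.

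The comparisons, the main tests and most alternatives were chosen before the data were examined. Named regions followed a rule set then. In each H3K27ac comparison of a strain at 24 h, in EGR2 at 24 h and in H3K27ac by genotype at 24 h, it took the largest rise and the largest fall of the mean among regions past the fold rule whose replicates did not overlap. For 9 genes the study uses as examples it took the region with the highest H3K27ac mean in C57 more than 1 kb from the gene's start and within 50 kb of it. Regions behind counts of 5 or fewer, and the region in Egr2, were named after their values were seen.

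Alternatives were a pseudocount of 5, no filter or a filter of 32 normalized tags, a fold threshold of 2, median-ratio scaling over the regions, a replicate block, edgeR, DESeq2, a mean of at least 16 normalized tags, other overlaps (50% of both peaks, centres within 100 bp), shorter lists and leaving out each library. In the Pol II fits of C57, PWK and SPRET, with 3 shared numbers each, every correlation of the deviations of same-numbered libraries was above 0.1 (0.118 to 0.240, 0.201 to 0.469 and 0.224 to 0.310), so the numbers were taken to pair those libraries and blocked values are given beside the results. For shared basal libraries, unchanged groups were simulated 20 times. Pol II at 1 and 6 h, with 1 and 2 libraries, was left out of the main comparisons. RNA-seq, ATAC-seq and other assays of the study were not analysed here.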

Results

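Chromatin immunoprecipitation with sequencing (ChIP-seq), which maps where a protein or histone modification sits on DNA, was performed in bone marrow-derived macrophages (BMDMs). The macrophages came from 5 inbred mouse strains, SPRET/EiJ (called SPRET), PWK/PhJ (PWK), C57BL/6J (C57), NOD/ShiLtJ (NOD) and BALB/cJ (BALB), and were left untreated (basal) or given the cytokine interleukin-4 (IL-4) for 24 h. C57 macrophages were also sampled at 1 and 6 h. Macrophages with floxed Egr2 alleles alone (Egr2flfl) or together with a Cre recombinase active in myeloid cells (LyzMCreEgr2flfl) were sampled in basal and 24 h IL-4 conditions. The 267 samples formed 138 groups. They comprised 32 libraries of H3K27ac, a mark of active enhancers and promoters, 28 of H3K4me2, 20 of H3K4me3 and 35 of RNA polymerase II (Pol II). Libraries of transcription factors numbered 24 for EGR2, 32 for STAT6 and 28 each for PPARg, PU1 and CEBPb, and 12 were input DNA. Of the groups, 17 held 1 library, 114 held 2, 6 held 3 and 1 held 4. Tag totals of the 155 libraries with their own values ran from 4691644 to 29050468 (median 12936233), so that 16 normalized tags stood for between 7.51 and 46.5 reads. Confidence intervals below cover counting error only. None of the 88 pairs of replicates was identical.

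The question of which regulatory regions respond to IL-4 in each strain was addressed by H3K27ac at regions of open chromatin, 54022 to 68932 per strain, each 1000 bp wide. By the H3K27ac thresholds of the study's methods, used here without their condition on Pol II and with a pseudocount of 1 (at least 2.5-fold between group means, at least 16 normalized tags in either group, n = 2 libraries each), H3K27ac rose at 24 h in 2344 C57 regions and fell in 5117. The counts that rose and fell were 1532 and 2772 in BALB, 2231 and 3543 in NOD, 1867 and 1814 in PWK, and 1447 and 514 in SPRET. The split moved with the scaling. Fewer tags of the 24 h libraries lay in the regions, 40.7% ± 3.51 (SD, n = 2) in C57 against 62.5% ± 4.10 (n = 2) in basal macrophages, and the median log2 fold over C57 regions past the filter was -0.62. With each library scaled by its median ratio over the regions that median was -0.26, and the counts that rose and fell became 3564 and 2185 in C57, 2394 and 1128 in BALB, 3058 and 2130 in NOD, 2575 and 974 in PWK, and 1671 and 358 in SPRET. In C57 the share of changes that fell went from 68.6% to 38.0%, but this scaling balances rises and falls by construction. In BALB, 1129 regions rose and 9339 fell without 24 h replicate 1, while 2448 rose and 2008 fell without 24 h replicate 2.

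**Figure D1:**
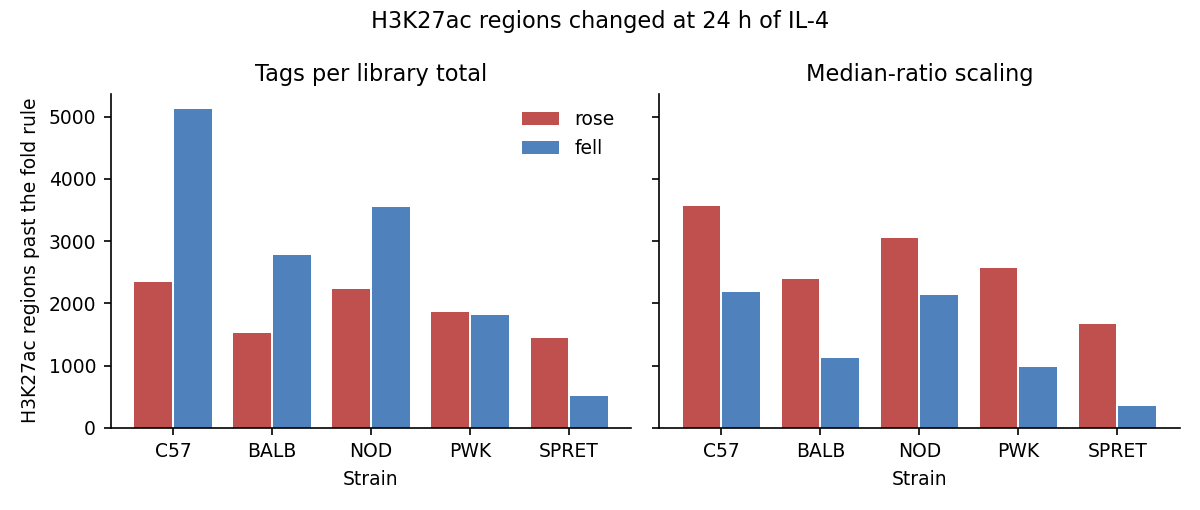
Regions whose H3K27ac rose or fell at least 2.5-fold at 24 h of IL-4 (vertical axis, number of regions) in each of the 5 strains, with the authors' scaling to library totals and with median-ratio scaling. In C57 the regions that fell numbered 5117 with the authors' scaling and 2185 with the other.

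A test that uses the spread between replicates (limma, Benjamini-Hochberg adjusted p under 0.05, n = 2 per group) called fewer regions. In C57 limma called 0 regions, with 14904 at an unadjusted p under 0.05. EdgeR called 0 and DESeq2 called 3592 in the same comparison. In simulated data for C57, limma recovered 0% of regions changed 4-fold and 47% of those changed 16-fold. Regions called higher and lower numbered 866 and 353 in BALB, 39 and 0 in NOD, 293 and 29 in PWK, and 544 and 105 in SPRET. For the 0 lower in NOD, 8578 regions had an unadjusted p under 0.05 in either direction, edgeR called 2 lower and DESeq2 539. Median-ratio scaling gave 405 higher and 20 lower in SPRET. The alternative that moved these counts most was the replicate number as a block, which gave 25757 calls in C57. The NOD count depended on single libraries: limma called 0 regions without either 24 h library, 1747 without basal replicate 1 and 1481 without basal replicate 2. C57 had 240 calls without basal replicate 1 and 100 without basal replicate 2. The 1219 calls of BALB became 3873 without 24 h replicate 1, 535 without basal replicate 1 and 717 without basal replicate 2. PWK had 0 without either 24 h library, 758 without basal replicate 1 and 1659 without basal replicate 2. In SPRET the 649 calls fell to 0 without either 24 h library. They were 92 without basal replicate 1 and 245 without basal replicate 2.

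Within each strain, the region with the largest rise and the one with the largest fall were taken among those past the fold rule whose replicates did not overlap between the groups (coordinates in mm10). In C57, the largest rise was in an intron of Tex9 (chr9:72485132-72486132), from 0.68 ± 0.96 to 78.3 ± 35.04 normalized tags (SD, n = 2), with 2 reads in the basal libraries and a ratio of reads of 117 (95% interval 32.04 to 973). The largest fall was in a UTR of Pilra (chr5:137835682-137836682), from 51.4 ± 4.09 to 2.69 ± 1.01 normalized tags. Neither passed limma over all regions (adjusted p 0.106 for both), while DESeq2 gave adjusted p of 6.582e-06 and 8.665e-05. BALB had its largest rise in an intergenic region (chr14:43966895-43967895) 10326 bp from the start of Ang5, from 2.66 ± 0.40 to 262 ± 187 normalized tags (limma log2 fold 5.96 ± 0.58 SE, adjusted p 1.344e-20). In a UTR of Cx3cr1 H3K27ac fell from 174.8 ± 52.8 to 13.3 ± 4.65 in BALB (chr9:120068402-120069402, limma adjusted p 4.139e-06) and from 255.9 ± 39.0 to 16.4 ± 1.58 in PWK (chr9:120068434-120069434, limma adjusted p 0.0020). In NOD, an intron of Tmem26 (chr10:68725162-68726162) rose from 0.42 ± 0.59 to 76.0 ± 18.3, with 1 basal read and a ratio of 183 (32.6 to 7266, limma adjusted p 0.0454). An intergenic NOD region 249311 bp from the start of Nfkbiz (chr16:55589088-55590088) went from 47.5 ± 47.3 to 2.49 ± 0.45 (adjusted p 0.174 by limma, 1.115e-06 by limma without basal replicate 1 and 0.0021 by DESeq2). An intron of Nbas in PWK (chr12:13409872-13410872) had 0 reads in the basal libraries and 98.8 ± 16.9 normalized tags at 24 h, at least 59.96-fold higher against a floor of 3 reads over the group (limma adjusted p 0.0010). In SPRET, an intergenic region near Fbp1 (chr13:62894986-62895986, position -7204 bp from its start) rose from 0.43 ± 0.60 to 172.8 ± 79.8, with 1 basal read and a ratio of 480 (85.5 to 18993, limma adjusted p 2.730e-05). The SPRET region with the largest fall lay in a UTR of Fbxo42 (chr4:141200351-141201351), from 28.2 ± 19.4 to 1.96 ± 0.28 (limma adjusted p 0.0155). The limma calls for the named regions of NOD, PWK and SPRET did not hold when either 24 h library was left out. The limma adjusted p without replicate 1 and without replicate 2 was 0.649 and 0.914 in NOD, 0.556 and 0.9355 for both PWK regions, 0.364 and 0.175 near Fbp1 and 0.364 and 0.271 in Fbxo42. The Fbxo42 call was also lost without basal replicate 1 (limma adjusted p 0.507) and with median-ratio scaling (0.0607), and the Tmem26 call with median-ratio scaling (0.0518).

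For 9 genes that the study uses as examples, the region with the highest H3K27ac in C57 was examined among those more than 1 kb from the gene's start and within 50 kb of it. Some of these lay beside other genes: that taken for Msx3 was -28 bp from the start of Zfp511, that for Egr2 -101 bp from the start of Ado and that for Treml2 in an exon of Trem2, 1132 bp from its start. The region at -11208 bp from the Slc7a2 start (chr8:40850688-40851688) rose from 12.4 ± 5.46 to 179.6 ± 29.3 normalized tags (SD, n = 2), a limma log2 fold of 3.80 ± 0.48 SE. It was the 1 region past the threshold adjusted over the list alone (adjusted p 9.063e-04), while over all regions limma gave an adjusted p of 0.106 (unadjusted p 1.007e-04), edgeR 0.0675 and DESeq2 3.620e-08. The study chose the list on these samples, so the former is not independent evidence. The limma log2 folds given here for other regions were 0.78 for Ripk2, -0.04 for Cd36, -0.19 for Mmp12, -0.40 for Msx3, -0.43 for Egr2, -0.56 for Treml2 and -1.10 for Btbd11. The study's own enhancers of the 9 genes were not located, so no fold here tests its examples. The signs for Cd36 and Mmp12 turned positive under median-ratio scaling (0.30 and 0.16). Leaving out 1 library turned the sign for Msx3, Egr2, Cd36 and Mmp12, to 0.14 for Msx3 and 0.024 for Egr2 without 24 h replicate 2. Cd36 reached 0.093 without 24 h replicate 1 and 0.20 without basal replicate 2, and Mmp12 reached 0.14 and 0.12 without the same libraries. The fold for Btbd11 kept its sign but was -0.29 without 24 h replicate 1 and -1.91 without 24 h replicate 2.

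Pol II was then combined with H3K27ac, as in the study's definition of responsive enhancers. Both rose at least 2.5-fold in 634 C57 regions and fell in 775, of which 560 and 682 were intronic or intergenic. With median-ratio scaling the counts were 823 and 518. Regions where both rose and fell numbered 802 and 274 in BALB, 887 and 556 in NOD (1078 and 420 with median-ratio scaling), 797 and 330 in PWK and 478 and 121 in SPRET. Asking Pol II only to move in the same direction gave 2143 rises and 4838 falls in C57. Pol II alone rose and fell in 1063 and 1127 C57 regions, 3194 and 502 in BALB, 1620 and 863 in NOD, 1601 and 561 in PWK and 843 and 441 in SPRET, and median-ratio scaling gave 1196 and 934 in C57, 1597 and 1086 in BALB and 1011 and 316 in SPRET. By limma, Pol II was higher and lower in 151 and 65 regions in C57, 358 and 24 in BALB, 868 and 169 in PWK and 428 and 148 in SPRET. In NOD limma called 0, with 5271 at an unadjusted p under 0.05, 38 by edgeR and 367 by DESeq2. With the replicate number as a block, the calls numbered 548 in C57, 5883 in PWK and 4593 in SPRET, where same-numbered libraries deviated together. In C57 limma called between 0 regions (without 24 h replicate 2) and 689 (without basal replicate 1). In BALB the 382 calls went to 0 without basal replicate 3. PWK calls went to 107 without 24 h replicate 2 and SPRET calls to 39 without 24 h replicate 1.

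H3K4me2 and H3K4me3 moved in fewer regions by the fold rule. H3K4me2 rose and fell in 262 and 860 regions in C57, 159 and 288 in BALB, 244 and 107 in NOD, 557 and 18 in PWK and 77 and 107 in SPRET. With median-ratio scaling the splits turned in C57 (1254 and 8), BALB (764 and 3) and SPRET (334 and 5) and kept their direction in NOD (519 and 13) and PWK (858 and 6). H3K4me3 rose and fell in 433 and 121 regions in C57, 127 and 85 in BALB, 154 and 191 in NOD (188 and 139 with median-ratio scaling), 238 and 58 in PWK and 155 and 49 in SPRET. Limma called H3K4me2 higher and lower in 121 and 39 regions in C57 (270 and 8 with median-ratio scaling), 6 and 0 in BALB, 115 and 15 in NOD (23 and 0) and 187 and 2 in PWK. For the BALB count 1011 regions had an unadjusted p under 0.05, and edgeR called 6 and DESeq2 0. The C57 count rested on single libraries, with 34948 calls without 24 h replicate 1, 0 without 24 h replicate 2, 53 without basal replicate 1 and 96 without basal replicate 2. BALB had 28155 calls without 24 h replicate 1, and NOD had 15289 without basal replicate 1 and 0 without 24 h replicate 2. In SPRET limma called 0 for H3K4me2 (17751 unadjusted, 4 by edgeR, 2 by DESeq2), but 6543 without basal replicate 1. The PWK calls for H3K4me2 went to 0 without either 24 h library. H3K4me3 calls by limma were 0 in C57 (13232 unadjusted, 502 by edgeR, 179 by DESeq2), 0 in BALB (3408 unadjusted, 106 by edgeR, 138 by DESeq2) and 0 in SPRET (3378 unadjusted, 209 by edgeR, 54 by DESeq2). They were 11 higher and 3 lower in NOD (55 and 30 with median-ratio scaling) and 19 and 2 in PWK, and in both strains they fell to 0 without either 24 h library (in NOD also without either basal library). Chosen after their values were seen, the regions lower in PWK were chr9:120067813-120068813 and chr9:120068434-120069434 for H3K4me2 and chr9:120067813-120068813 and chr17:35187958-35188958 for H3K4me3, and those lower for H3K4me3 in NOD were chr17:17887578-17888578, chr3:83839112-83840112 and chr7:25130241-25131241.

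The timing of the response was examined in C57 over 77955 regions. H3K27ac rose at least 2.5-fold at any time in 5472 regions. Its highest mean came at 6 h in 62.0% of these (95% exact binomial interval 60.7 to 63.3), at 24 h in 29.2% (27.96 to 30.4) and at 1 h in 8.83% (8.09 to 9.61). With median-ratio scaling these shares were 43.4%, 28.2% and 28.4%, and without 1 h replicate 2 the shares at 6 and 1 h were 39.5% and 35.7%. At all 3 times 902 regions had risen, and 233, 1684 and 836 rose only at 1, 6 and 24 h. The counts that rose and fell were 1800 and 16049 at 1 h (4116 and 3678 with median-ratio scaling), 4356 and 6732 at 6 h (5000 and 4772) and 2937 and 5529 at 24 h (3884 and 2509). Limma called 1065 regions higher and 6515 lower at 1 h (1578 and 638 with median-ratio scaling), 2078 and 1919 at 6 h (2526 and 1211) and 878 and 255 at 24 h (1359 and 191). The number of calls at 1 h ran from 190 without basal replicate 2 to 21879 without 1 h replicate 1. At 6 h it ran from 227 without 6 h replicate 1 to 7219 without 1 h replicate 1, and at 24 h from 446 without 6 h replicate 1 to 3934 without 1 h replicate 1. The contrasts share their basal libraries. Across regions, which are not independent, log2 folds correlated at r = 0.790 between 1 and 6 h, 0.749 between 1 and 24 h and 0.768 between 6 and 24 h, where simulated unchanged groups gave 0.500.

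How far the response differed between strains was examined at regions matched by position. Over the pairs of strains, the correlation of H3K27ac log2 folds across regions had a median of 0.789 (0.663 for NOD and SPRET to 0.883 for BALB and NOD), and a median of 97.7% (92.7 to 99.5) of regions past the fold rule in either strain had the same sign in both. Of 29462 regions matched in all 5 strains, 1527 were induced in at least 1. They were induced in 1 strain (656 regions), 2 (283), 3 (244), 4 (154) or all 5 (190). With no filter on low values the median correlation was 0.670. The number of regions induced in 1 strain was 1078 without NOD basal replicate 1. Strain tables were made separately, so a difference between strains was not tested.

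Binding sites of EGR2, a transcription factor induced by IL-4, were compared between the authors' lists of reproducible peaks. In C57 the list grew from 8437 basal peaks to 29407 at 24 h, of which 21322 (72.5%, 95% exact binomial interval 72.0 to 73.0) overlapped no basal peak by 1 bp or more, and 352 basal peaks (4.17%) were lost. At 1 h there were 13562 peaks, 5919 of them gained, and at 6 h 13072 and 5683. With both lists shortened to equal length by score and, among tied scores, by count, 23.9% were gained at 24 h, which was the largest move among the alternatives. In the tags of 30675 EGR2 sites, limma called 0 sites at 1, 6 or 24 h. In simulated 24 h data it recovered 3.5% of 4-fold and 74% of 16-fold changes, so 0 calls do not exclude 4-fold ones. Unadjusted p under 0.05 held for 1085, 1169 and 1038 sites, edgeR called 0, 3 and 4 and DESeq2 0, 25 and 24. The median log2 folds were -0.59, 0.17 and 0.66. Without 1 h replicate 2, limma called 3382 sites at 1 h, 139 at 6 h and 74 at 24 h. Log2 folds correlated across sites at r = 0.611, 0.434 and 0.486 between 1 and 6, 1 and 24, and 6 and 24 h, against 0.500 for simulated unchanged groups. The largest rise at 24 h was at a UTR of Rhot2 (chr17:25838472-25838680), from 0.67 ± 0.95 to 77.5 ± 1.71 normalized tags (SD, n = 2), with 1 basal read and a ratio of 222 (39.5 to 8802, limma adjusted p 0.0604). No fall qualified under the rule.

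The peak lists of the other factors and strains were compared in the same way. The EGR2 lists grew with IL-4 from 28842 to 37104 peaks in BALB, 6201 to 14919 in PWK and 12301 to 39458 in SPRET, and shortened from 25341 to 16604 in NOD. The median over strains of the share of 24 h peaks that were gained was 67.3% (11.1 to 72.6) for EGR2, 44.3% (39.5 to 67.2) for STAT6, 74.3% (38.9 to 84.0) for PPARg, 14.03% (8.84 to 23.04) for PU1 and 53.8% (17.8 to 62.1) for CEBPb. With equal list lengths the medians were 24.2% for EGR2, 44.7% for PPARg and 19.8% for CEBPb. In C57 STAT6 had 30589 basal peaks, 24376 at 1 h, 23884 at 6 h and 39537 at 24 h. PPARg peaks in C57 went from 7627 to 39088, CEBPb peaks from 18043 to 37499 and PU1 peaks from 85916 to 90308. At 24 h, the median share of C57 peaks found in another strain was 54.7% for EGR2, 50.9% for STAT6, 46.2% for PPARg, 71.9% for PU1 and 73.3% for CEBPb. Unequal list lengths limit these shares and those of merged sites. With equal lengths the medians were 65.5%, 69.4%, 55.4%, 78.5% and 73.4%. Of merged sites, those present in all 5 strains made up 14.6% of 60006 for EGR2, 14.9% of 63903 for STAT6, 8.35% of 84492 for PPARg, 29.8% of 140226 for PU1 and 22.6% of 67550 for CEBPb. EGR2 lists of C57 had another format than those of the other strains, so the EGR2 shares mix formats. Each list was made over replicates, so none of these shares has a replicate error.

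**Figure D2:**
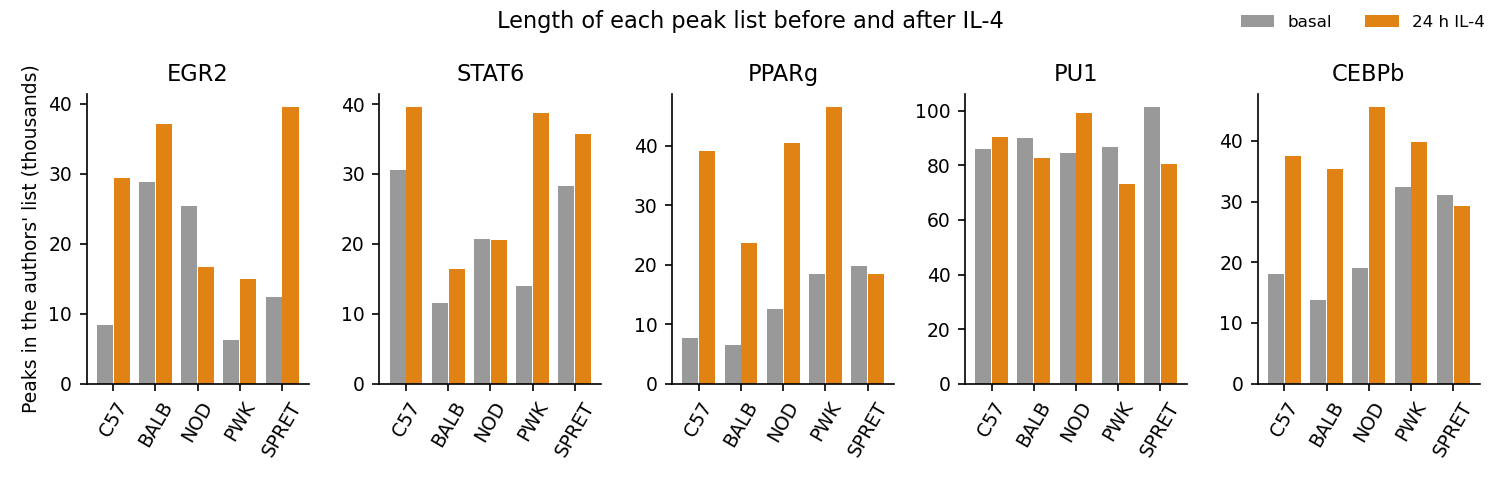
Number of peaks (vertical axis) in the authors' basal and 24 h IL-4 lists of each of 5 factors in each of 5 strains. EGR2 peaks in C57 rose from 8437 to 29407, and the NOD list of EGR2 shortened from 25341 to 16604.

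Co-binding was examined at the 24 h EGR2 sites in C57. A 24 h STAT6 peak overlapped 54.1% of gained and 63.6% of pre-existing sites, a difference of -9.46 points (two-sided Fisher's exact test over sites, p 9.201e-49, adjusted p 3.680e-48). The shares were 40.1% and 45.8% for PPARg (-5.71 points, p 9.571e-19, adjusted p 1.914e-18), 63.5% and 68.1% for PU1 (-4.60, p 1.402e-13, adjusted p 1.402e-13) and 43.8% and 38.7% for CEBPb (5.15, p 1.406e-15, adjusted p 1.875e-15). The Fisher tests compared sites, not replicates, in a family of 4. Among the better 50% of each list by score and then count the differences were -0.74 points for STAT6 (Fisher's adjusted p 0.421), -1.64 for PPARg (0.111), -0.85 for PU1 (0.421) and 4.23 for CEBPb (1.437e-06). The PU1 difference was -0.17 points when an overlap of 50% of both peaks was required. H3K27ac at regions with a gained EGR2 site had a median log2 fold of -0.56 ± 0.14 (SD over the 24 h libraries, n = 2, 13409 regions), against -0.59 ± 0.21 at 7714 regions with a pre-existing site and -0.70 ± 0.053 at 20301 regions with none. The difference between gained and none was 0.14 ± 0.088. With no filter on low values it reversed to -0.14.

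To ask what the response owes to EGR2, the Egr2 genotypes were compared over 4677 regions around IL-4-induced EGR2 sites. The targeted gene itself held 1 of these regions, in an intron (chr10:67538716-67539716). There H3K27ac rose with IL-4 from 44.1 ± 8.67 to 175.3 ± 31.9 normalized tags in Egr2flfl (SD, n = 2) and from 32.8 ± 7.52 to 152.2 ± 12.5 in LyzMCreEgr2flfl macrophages. H3K4me2 went from 109.8 ± 1.14 to 67.7 ± 16.7 and from 96.7 ± 13.1 to 47.5 ± 10.0, and Pol II, with 1 library per group, from 53.4 to 151.4 and from 35.1 to 126.4. In the individual LyzMCreEgr2flfl libraries H3K27ac was 38.1 and 27.5 in basal macrophages and 161.0 and 143.4 at 24 h. The stretch that the allele removes is not given in the sources used here, so tags in this region do not check the genotype labels.

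At 24 h limma called H3K27ac higher in 66 regions and lower in 1087 in LyzMCreEgr2flfl than in Egr2flfl macrophages, with a median log2 ratio of -0.50. Median-ratio scaling, the alternative that moved this split most, gave 536 higher and 496 lower. That scaling takes out any loss these regions share, whatever its cause. Its values here and below thus do not argue against a genotype effect. The total of 1153 was 461 without Egr2flfl 24 h replicate 1, 463 without replicate 2 of that group and 659 without LyzMCreEgr2flfl 24 h replicate 1. In basal macrophages limma called 0 higher and 9 lower (574 unadjusted), edgeR 11 and DESeq2 7. The interaction of genotype and IL-4 gave 0 regions by limma, 0 by edgeR and 0 by DESeq2, with 615 at an unadjusted p under 0.05. Limma gave 60 with a pseudocount of 5 and 72 with the replicate block, so whether the genotype effect differed between basal and 24 h depended on the setting and was not settled. The median tags over the regions were 16.7 ± 0.53 and 30.2 ± 0.028 in basal and 24 h Egr2flfl libraries (SD, n = 2) and 12.5 ± 0.61 and 16.7 ± 0.15 in LyzMCreEgr2flfl libraries. The largest rise over Egr2flfl at 24 h was 170727 bp from the start of Maf (chr8:115536567-115537567), from 16.5 ± 5.13 to 60.04 ± 20.9 normalized tags (limma adjusted p 0.0071). The limma adjusted p was 0.0952 without Egr2flfl 24 h replicate 2 and 0.0965 without LyzMCreEgr2flfl 24 h replicate 1. The largest fall was at -6781 bp from the Pzp start (chr6:128533001-128534001), from 31.3 ± 6.97 to 0.29 ± 0.41, with 1 read in the LyzMCreEgr2flfl libraries and a ratio of 81.03 (14.1 to 3241, limma adjusted p 1.670e-04). H3K4me2 was higher in 7 and lower in 418 regions at 24 h (45 and 169 with median-ratio scaling). The total of 425 was 132 without Egr2flfl 24 h replicate 1, 130 without replicate 2 of that group and 201 without LyzMCreEgr2flfl 24 h replicate 1. Chosen after their values were seen, the 4 regions with lower basal H3K4me2 were chr10:81255076-81256076, chr3:93508972-93509972, chr5:140150997-140151997 and chr5:74969037-74970037. Pol II, with 1 library per group and so no replicate check, had a median log2 ratio over regions of -0.10 in basal macrophages and -0.22 at 24 h, and 55.2% and 60.3% of regions were lower.

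Binding of the other factors was examined over 300 bp at the same sites. At 24 h limma called 4 sites higher and 438 lower for PU1 (143 and 243 with median-ratio scaling) and 0 higher and 386 lower for CEBPb in LyzMCreEgr2flfl macrophages. For CEBPb 1295 sites had an unadjusted p under 0.05, edgeR called 72, DESeq2 148 and limma with median-ratio scaling 0. For STAT6 limma called 1 site lower (702 unadjusted, 20 by edgeR, 0 by DESeq2) and for PPARg 0 (670 unadjusted, 2 by edgeR, 2 by DESeq2). The PU1 count was 0 without either Egr2flfl 24 h library and 94 without LyzMCreEgr2flfl 24 h replicate 1, and the CEBPb count was 0 without Egr2flfl 24 h replicate 1 or LyzMCreEgr2flfl 24 h replicate 2 and 1 without Egr2flfl 24 h replicate 2. PPARg gave 231 calls without Egr2flfl 24 h replicate 1. Chosen after its values were seen, the STAT6 site was chr7:128312336-128312636 (log2 -4.16, limma adjusted p 0.0397) and the PU1 sites that were higher were chr11:23823380-23823680, chr18:32431602-32431902, chr7:101060547-101060847 and chr8:80358225-80358525. In basal macrophages limma called 0 sites for STAT6 (115 unadjusted), PPARg (272), PU1 (421) and CEBPb (190). EdgeR called 8 for PPARg and 2 for PU1, DESeq2 called 3 for PPARg, and the other counts by both were 0. The interaction gave 0 sites by limma for each factor, with 383, 604, 434 and 314 unadjusted for STAT6, PPARg, PU1 and CEBPb, while edgeR called 10 for PPARg and 4 for PU1, DESeq2 21 for PPARg, and the other counts by both were 0. In simulated interactions of 16-fold, limma recovered 0% for PPARg and 80.5% for STAT6, so the 0 for PPARg was uninformative, and PU1 and CEBPb were not simulated. Median tags over the sites at 24 h were 7.90 ± 1.15 in Egr2flfl and 3.75 ± 0.52 in LyzMCreEgr2flfl libraries for STAT6 (SD, n = 2), 7.80 ± 2.34 and 1.39 ± 1.97 for PPARg, 16.1 ± 0.90 and 10.3 ± 0.41 for PU1 and 15.975 ± 3.06 and 5.59 ± 1.19 for CEBPb. The basal medians were 3.26 ± 1.22 and 3.05 ± 0.42, 0.91 ± 1.29 and 1.07 ± 1.51, 10.1 ± 0.21 and 8.81 ± 0.18, and 7.59 ± 4.28 and 4.03 ± 1.58 in the same order.

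**Figure D3:**
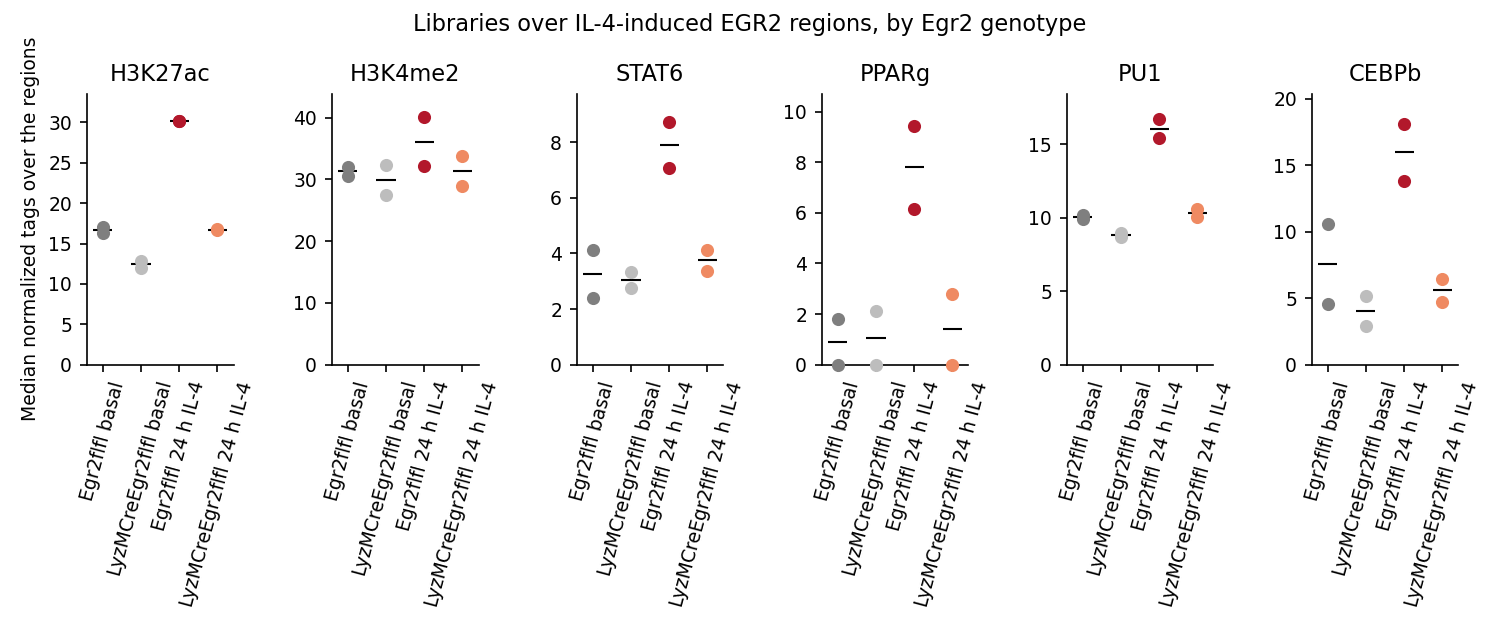
Median normalized tags over the 4677 regions (vertical axis) in each library (points) of Egr2flfl and LyzMCreEgr2flfl macrophages, basal and at 24 h of IL-4, with group means as lines. For H3K27ac the 24 h means are 30.2 in Egr2flfl and 16.7 in LyzMCreEgr2flfl libraries.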

Values the study reported

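The study reported that in C57 macrophages given IL-4 for 24 hours, H3K27ac went up more than 2.5-fold at 1093 regions and down more than 2.5-fold at 441, and took these for putative enhancers. It counted over 20,000 EGR2 sites that were gained by 24 hours. It gave ~40% as the share of IL-4-induced enhancers with lower activity in macrophages that lack Egr2.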

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

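The test of the lowest score in the NOD EGR2 lists was chosen before its result was seen, and no test was chosen afterwards for this part. In 5 of the cases below the difference itself was not tested.

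For H3K4me2, the interaction of genotype and IL-4 called 2 regions by limma, both lower with IL-4 in LyzMCreEgr2flfl macrophages than the separate effects would give. They were chr2:157409732-157410732 (log2 -3.83, adjusted p 0.0134) and chr4:141088381-141089381 (log2 -4.13, adjusted p 4.529e-04). The count was 302 at an unadjusted p under 0.05, 1 by edgeR and 0 by DESeq2. It was 0 under median-ratio scaling, and leaving out 1 library gave 0 to 13 regions. With 0 calls under another scaling, these calls may come from the scaling of libraries as well as from the genotype, and a biological explanation was not tested further.

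Peak lists went against the direction of the other 4 strains in 4 cases, a difference that was not tested because each group has 1 list. In NOD the 24 h EGR2 list held 0.6552 peaks per basal peak and the STAT6 list 0.9984. In SPRET the ratio was 0.9392 for CEBPb (29217 against 31109 peaks) and 0.9392 for PPARg (18487 against 19684 peaks). The NOD EGR2 lists had been kept down to different lowest scores, 8 in basal and 18 at 24 h. At a common lowest score of 18 they held 11597 and 16604 peaks, or 1.43 24 h peaks per basal peak, so the shorter 24 h list is consistent with a difference in the score kept, and a strain difference in EGR2 binding is not needed for it. For STAT6, CEBPb and PPARg, the depth and enrichment of the libraries behind the lists and a strain difference stay open, and neither was tested.

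In 11 pairings of matched regions between strains, H3K27ac passed the fold rule upward in 1 strain and downward in another, and the libraries of the groups did not overlap in either strain. The difference between strains was not tested. In an intron at chr5:31287874-31288874, H3K27ac went from 156.2 to 49.5 normalized tags in C57 and from 8.96 to 48.2 in SPRET (means, n = 2). The libraries of a strain were mapped to the same genome, so unequal mapping would move basal and 24 h values together and not turn the direction. Chance among the many matched regions, with 2 libraries per group, and a regulatory difference between strains both stay open, and no biological explanation was tested.

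Pol II at 1 and 6 h in C57 lay outside the main comparisons. Against the basal libraries, 2149 regions passed the fold rule upward and 5117 downward at 1 h, with 1 library and so no replicate check. At 6 h, with 2 libraries, 1967 rose and 2001 fell. At 24 h in the same table, with 3 libraries, 1397 rose and 1208 fell. Fewer libraries per mean widen chance differences by themselves, so the larger counts at 1 h do not show a larger response, and this was not tested.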

How the results depend on the processing

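Alternatives for the tests of H3K4me2 and H3K4me3, and leaving out libraries for the fold rule of those marks, the comparison of strains and the H3K27ac difference by EGR2 class, were chosen only after the data had been seen. Unless a paragraph states it, the cause of a changed value was not tested. Of the other-setting values of results that answer a comparison, 267 stayed within 1.5 times the reported count or within the spread between replicates and on their side of the threshold, 282 moved, 5 became weaker and 1 reversed. Leaving out 1 library kept 338 such values and moved 210. For single regions and single peak lists, 126 values under other settings stayed, 291 moved, 17 passed the threshold where the reported value had not, 2 lost it and 2 reversed. With 1 library left out, 73 of these stayed, 11 moved, 9 passed the threshold, 13 lost it and 6 reversed. Across the 21 regions named here, 171 of 220 values kept direction and side of the threshold. Depth limited low regions: 16 normalized tags stood for 7.51 reads in the shallowest library and 46.5 in the deepest, so folds near the filter rested on few reads. The named regions beside Fbxo42 in SPRET and Pzp in the deletion table fell below a mean of 16 normalized tags and had no value under that filter. The share of merged sites in all 5 strains was not run with the overlap of 50% of both peaks.

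With no filter on low values, regions near the limit of counting entered, which by itself raises counts. For C57, BALB, NOD, PWK and SPRET in this order, H3K27ac rises numbered 5742, 2455, 4254, 3409 and 2330. H3K4me2 changes numbered 1990, 686, 744, 980 and 529 and H3K4me3 changes 4617, 2002, 3656, 3845 and 2108. H3K27ac falls numbered 859 in SPRET. The share of induced regions highest at 6 h was 44.9%. The H3K27ac difference between gained and no EGR2 site was -0.14. The median correlation between strains was 0.670. The median share with the same sign was 90.8%. Matched regions induced in 1 of 5 strains numbered 1269.

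With the filter raised to 32 normalized tags, fewer regions could qualify. H3K27ac rises numbered 1473 in C57 and 1480 in NOD. H3K4me3 changes numbered 341 in C57, 122 in BALB, 207 in NOD, 177 in PWK and 108 in SPRET. H3K4me2 changes numbered 218 in BALB, 106 in NOD, 200 in PWK and 83 in SPRET. Joint rises of H3K27ac and Pol II numbered 534 in BALB and 518 in PWK, and joint falls 177 and 215. The share of induced regions highest at 6 h was 67.1%.

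With the fold threshold lowered to 2, more regions could pass by construction. For C57, BALB, NOD, PWK and SPRET in this order, H3K27ac falls numbered 10592, 6092, 7262, 4423 and 1642. In the same order, H3K4me2 changes numbered 10468, 3455, 1417, 1265 and 1940 and H3K4me3 changes 1078, 529, 769, 617 and 464. Joint rises of H3K27ac and Pol II numbered 1056, 1319, 1482, 1379 and 887, and joint falls 1860, 725, 1519, 1031 and 512. H3K27ac rises numbered 2335 in BALB, 2869 in PWK and 2442 in SPRET. Matched regions induced in 1 of 5 strains numbered 1032 and in 5 of 5 numbered 325.

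When Pol II had only to move in the same direction as H3K27ac, the rule was looser by construction. Joint rises of H3K27ac and Pol II numbered 2143 in C57, 1450 in BALB, 2136 in NOD, 1796 in PWK and 1362 in SPRET. Joint falls numbered 4838, 2312, 3203, 1719 and 483 in the same order.

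Scaling each library by its median ratio over the regions, in place of the authors' library totals, gave the following values. H3K27ac rises numbered 3564 in C57 and 2394 in BALB. H3K27ac falls numbered 2185 in C57, 1128 in BALB, 2130 in NOD and 974 in PWK. H3K4me2 changes numbered 767 in BALB, 532 in NOD, 864 in PWK and 339 in SPRET. H3K27ac calls at 24 h numbered 2 in C57, 0 in NOD, 95 in PWK and 425 in SPRET. Pol II calls at 24 h numbered 396 in C57, 47 in BALB and 17 in NOD. H3K4me2 calls at 24 h numbered 278 in C57, 175 in BALB, 23 in NOD and 17 in PWK. H3K4me3 calls at 24 h numbered 85 in NOD and 0 in PWK. H3K27ac calls over time numbered 2216 at 1 h. EGR2 calls over time numbered 2 at 6 h. Genotype calls in basal macrophages numbered 1 for H3K27ac and 0 for H3K4me2. Genotype calls at 24 h numbered 214 for H3K4me2, 0 for STAT6 and 0 for CEBPb. Interaction calls numbered 0 for H3K4me2. The share of induced regions highest at 6 h was 43.4%. The log2 folds at the regions taken for Cd36 and Mmp12 turned positive, 0.30 and 0.16. The limma adjusted p rose from 0.0155 to 0.0607 for the Fbxo42 region in SPRET and from 0.0454 to 0.0518 for the Tmem26 region in NOD.

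A pseudocount of 5 shrinks folds of low values by construction. For C57, BALB, NOD, PWK and SPRET in this order, H3K4me2 changes numbered 412, 132, 120, 257 and 56. In the same order, H3K4me3 changes numbered 348, 117, 190, 172 and 132. Joint rises of H3K27ac and Pol II numbered 342, 486, 543, 460 and 268, and joint falls 325, 87, 223, 114 and 48. H3K27ac falls numbered 1141 in PWK and 296 in SPRET. H3K27ac calls at 24 h numbered 78 in NOD. Pol II calls at 24 h numbered 10 in NOD. H3K4me3 calls at 24 h numbered 96 in NOD and 35 in PWK. EGR2 calls over time numbered 24 at 6 h and 24 at 24 h. Genotype calls in basal macrophages numbered 4 for H3K27ac and 2 for H3K4me2. Interaction calls numbered 60 for H3K27ac, 18 for H3K4me2 and 3 for PU1. Genotype calls at 24 h numbered 144 for STAT6, 670 for PU1 and 731 for CEBPb. The Pol II median log2 ratio between the genotypes was -0.053 in basal macrophages and -0.17 at 24 h.

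The replicate number was added to limma as a block (replicate block), pairing libraries of the same number. For C57, BALB, NOD, PWK and SPRET in this order, H3K27ac calls at 24 h numbered 25757, 4142, 13739, 5648 and 3850. Pol II calls numbered 548, 0, 4481, 5883 and 4593 and H3K4me2 calls 376, 18, 335, 996 and 16722. H3K4me3 calls at 24 h numbered 11526 in C57, 1622 in BALB, 239 in NOD and 10348 in PWK. H3K27ac calls over time numbered 20095 at 1 h, 10651 at 6 h and 6126 at 24 h. EGR2 calls over time numbered 60 at 6 h and 49 at 24 h. Genotype calls in basal macrophages numbered 85 for H3K27ac and 2 for H3K4me2. Interaction calls numbered 72 for H3K27ac and 16 for STAT6. Genotype calls at 24 h numbered 196 for STAT6. Same-numbered libraries deviated together by correlations of -0.073 to 0.492 (median 0.141, 139 pairs of libraries), none below -0.1, so no crossed pairing was tried. Outside Pol II in C57, PWK and SPRET the groups share 2 numbers, too few for this check, so their libraries were treated as sharing only a number, although the H3K27ac correlations within the 5 strains were 0.261 to 0.492. A count under the block says nothing of a weaker effect there. The block took the C57 H3K27ac count from 0 to 25757 and the BALB Pol II count from 382 to 0. Counts not listed here stayed within 1.5 times the reported ones.

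EdgeR's quasi-likelihood test on the recovered reads gave these counts. At 24 h, H3K27ac calls numbered 91 in NOD, 579 in PWK and 1226 in SPRET. Pol II calls at 24 h numbered 38 in NOD and 929 in SPRET. H3K4me2 calls at 24 h numbered 101 in C57 and 4 in SPRET. H3K4me3 calls at 24 h numbered 502 in C57, 106 in BALB, 113 in NOD, 89 in PWK and 209 in SPRET. EGR2 calls over time numbered 3 at 6 h and 4 at 24 h. Interaction calls numbered 1 for H3K4me2, 10 for PPARg and 4 for PU1. Genotype calls at 24 h numbered 20 for STAT6, 2 for PPARg, 702 for PU1 and 72 for CEBPb. Genotype calls in basal macrophages numbered 8 for PPARg and 2 for PU1.

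DESeq2 on the recovered reads gave these counts. At 24 h, H3K27ac calls numbered 3592 in C57, 665 in BALB and 1195 in NOD. Pol II calls at 24 h numbered 861 in C57, 239 in BALB, 367 in NOD and 1323 in SPRET. H3K4me2 calls at 24 h numbered 8792 in C57, 0 in BALB, 1 in NOD, 30 in PWK and 2 in SPRET. H3K4me3 calls at 24 h numbered 179 in C57, 138 in BALB, 65 in NOD, 33 in PWK and 54 in SPRET. H3K27ac calls over time numbered 13151 at 1 h and 2632 at 24 h. EGR2 calls over time numbered 25 at 6 h and 24 at 24 h. Genotype calls at 24 h numbered 746 for H3K27ac, 84 for H3K4me2, 0 for STAT6, 2 for PPARg, 255 for PU1 and 148 for CEBPb. Genotype calls in basal macrophages numbered 0 for H3K4me2 and 3 for PPARg. Interaction calls numbered 0 for H3K4me2 and 21 for PPARg.

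Limma on regions with a mean of at least 16 normalized tags tested fewer regions. H3K27ac calls at 24 h numbered 716 in BALB and 114 in NOD. Pol II calls at 24 h numbered 116 in C57 and 187 in BALB. H3K4me2 calls at 24 h numbered 64 in C57, 1 in BALB, 43 in NOD, 75 in PWK and 3 in SPRET. H3K4me3 calls at 24 h numbered 124 in BALB, 116 in NOD, 44 in PWK and 1 in SPRET. H3K27ac calls over time numbered 732 at 24 h. EGR2 calls over time numbered 2 at 6 h and 12 at 24 h. Genotype calls at 24 h numbered 711 for H3K27ac, 80 for H3K4me2, 0 for STAT6, 3 for PPARg, 226 for PU1 and 14 for CEBPb. Genotype calls in basal macrophages numbered 0 for H3K4me2 and 10 for PPARg. Interaction calls numbered 0 for H3K4me2 and 39 for PPARg.

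With equal list lengths, each list kept its best peaks, by score and then by the deposited count, down to the length of the shorter one, which makes gained and lost shares equal when basal and 24 h lists are compared. The shares of C57 EGR2 peaks gained and lost were both 23.9%. The median shares of peaks gained and lost were both 44.7% for PPARg and 19.8% for CEBPb, and that gained was 24.2% for EGR2. The median share of C57 STAT6 peaks found in another strain was 69.4%. The share of merged sites in all 5 strains was 24.9% for EGR2, 20.95% for STAT6, 9.22% for PPARg, 32.4% for PU1 and 25.5% for CEBPb. Asking for an overlap of 50% of both peaks gave these values. The share of C57 EGR2 peaks lost was 5.27%. The median share of peaks lost was 23.1% for EGR2 and 31.1% for PPARg. The share of gained minus that of pre-existing EGR2 sites bound was -7.27 points for STAT6, -3.39 points for PPARg, -0.17 points for PU1 and 7.09 points for CEBPb. Matching peaks by centres within 100 bp gave lower sharing in part. The share of C57 EGR2 peaks lost was 5.88%. The share of merged sites in all 5 strains was 12.9% for EGR2, 14.2% for STAT6, 6.97% for PPARg, 29.1% for PU1 and 21.9% for CEBPb. The median share of peaks lost was 23.1% for EGR2 and 31.1% for PPARg. The share of gained minus that of pre-existing EGR2 sites bound was -7.34 points for STAT6, -3.50 points for PPARg, -0.27 points for PU1 and 6.89 points for CEBPb. Keeping the better 50% of each list by the same ranking gave these values. The share of C57 EGR2 peaks lost was 3.27%. The median share of peaks lost was 12.9% for PPARg. The share of merged sites in all 5 strains was 16.7% for EGR2, 15.8% for STAT6, 8.95% for PPARg, 33.3% for PU1 and 25.96% for CEBPb. The share of gained minus that of pre-existing EGR2 sites bound was -0.74 points for STAT6, -1.64 points for PPARg and -0.85 points for PU1.

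The ranges below come from leaving out 1 library at a time, with the reported value in brackets and each library that moved a value by over 1.5 times, or past its spread, named. By the fold rule: C57 H3K4me2 changes (1122) ranged from 1081 to 13671, with 13671 without 24 h replicate 1, 2786 without basal replicate 1 and 1987 without basal replicate 2. C57 H3K4me3 changes (554) ranged from 792 to 1166, with 877 without 24 h replicate 1 and 1166 without basal replicate 2. BALB H3K27ac rises (1532) ranged from 1129 to 2448, with 2448 without 24 h replicate 2. BALB H3K27ac falls (2772) ranged from 2008 to 9339, with 9339 without 24 h replicate 1. BALB H3K4me2 changes (447) ranged from 623 to 15259, with 15259 without 24 h replicate 1 and 1872 without basal replicate 1. BALB H3K4me3 changes (212) ranged from 338 to 491, with 491 without 24 h replicate 1, 386 without 24 h replicate 2, 338 without basal replicate 1 and 355 without basal replicate 2. BALB H3K27ac with Pol II falls (274) ranged from 202 to 554, with 554 without Pol II 24 h replicate 1 and 412 without Pol II basal replicate 3. NOD H3K27ac rises (2231) ranged from 2409 to 3364, with 3364 without basal replicate 1. NOD H3K27ac falls (3543) ranged from 3808 to 6559, with 6559 without 24 h replicate 1. NOD H3K4me2 changes (351) ranged from 716 to 1120, with 950 without 24 h replicate 1, 716 without 24 h replicate 2, 1120 without basal replicate 1 and 786 without basal replicate 2. NOD H3K4me3 changes (345) ranged from 456 to 809, with 809 without 24 h replicate 1 and 705 without basal replicate 1. NOD H3K27ac with Pol II falls (556) ranged from 429 to 1042, with 1042 without Pol II 24 h replicate 1. PWK H3K27ac rises (1867) ranged from 2111 to 3054, with 3054 without basal replicate 2. PWK H3K27ac falls (1814) ranged from 2139 to 3976, with 3976 without 24 h replicate 1, 2793 without 24 h replicate 2 and 3211 without basal replicate 1. PWK H3K4me2 changes (575) ranged from 720 to 1202, with 1202 without 24 h replicate 1, 925 without basal replicate 1 and 1110 without basal replicate 2. PWK H3K4me3 changes (296) ranged from 498 to 699, with 553 without 24 h replicate 1, 699 without 24 h replicate 2, 498 without basal replicate 1 and 519 without basal replicate 2. SPRET H3K27ac rises (1447) ranged from 1346 to 2284, with 2284 without basal replicate 2. SPRET H3K27ac falls (514) ranged from 521 to 1190, with 1190 without 24 h replicate 1, 1100 without 24 h replicate 2 and 1017 without basal replicate 2. SPRET H3K4me2 changes (184) ranged from 508 to 1139, with 881 without 24 h replicate 1, 1139 without 24 h replicate 2, 869 without basal replicate 1 and 508 without basal replicate 2. SPRET H3K4me3 changes (204) ranged from 252 to 503, with 503 without 24 h replicate 2 and 487 without basal replicate 2. SPRET H3K27ac with Pol II falls (121) ranged from 78 to 162, with 78 without Pol II basal replicate 1.

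By limma, where leaving out 1 of 2 libraries leaves a lone library that is assumed to vary like the other group, the calls at 24 h changed as follows. C57 H3K27ac calls (0) ranged from 0 to 240, with 240 without basal replicate 1 and 100 without basal replicate 2. BALB H3K27ac calls (1219) ranged from 535 to 3873, with 3873 without 24 h replicate 1, 535 without basal replicate 1 and 717 without basal replicate 2. NOD H3K27ac calls (39) ranged from 0 to 1747, with 0 without 24 h replicate 1 or 24 h replicate 2, 1747 without basal replicate 1 and 1481 without basal replicate 2. PWK H3K27ac calls (322) ranged from 0 to 1659, with 0 without 24 h replicate 1 or 24 h replicate 2, 758 without basal replicate 1 and 1659 without basal replicate 2. SPRET H3K27ac calls (649) ranged from 0 to 245, with 0 without 24 h replicate 1 or 24 h replicate 2, 92 without basal replicate 1 and 245 without basal replicate 2. C57 Pol II calls (216) ranged from 0 to 689, with 1 without 24 h replicate 1, 0 without 24 h replicate 2, 689 without basal replicate 1, 64 without basal replicate 2, 38 without basal replicate 3 and 31 without basal replicate 4. BALB Pol II calls (382) ranged from 0 to 444, with 180 without 24 h replicate 1, 212 without basal replicate 1, 192 without basal replicate 2 and 0 without basal replicate 3. PWK Pol II calls (1037) ranged from 107 to 968, with 107 without 24 h replicate 2, 240 without 24 h replicate 3, 319 without basal replicate 2 and 151 without basal replicate 3. SPRET Pol II calls (576) ranged from 39 to 371, with 39 without 24 h replicate 1, 90 without 24 h replicate 2, 243 without 24 h replicate 3, 149 without basal replicate 1, 371 without basal replicate 2 and 139 without basal replicate 3. C57 H3K4me2 calls (160) ranged from 0 to 34948, with 34948 without 24 h replicate 1, 0 without 24 h replicate 2, 53 without basal replicate 1 and 96 without basal replicate 2. BALB H3K4me2 calls (6) ranged from 7 to 28155, with 28155 without 24 h replicate 1, 30 without 24 h replicate 2 and 25 without basal replicate 2. NOD H3K4me2 calls (130) ranged from 0 to 15289, with 4 without 24 h replicate 1, 0 without 24 h replicate 2, 15289 without basal replicate 1 and 377 without basal replicate 2. PWK H3K4me2 calls (189) ranged from 0 to 282, with 0 without 24 h replicate 1 or 24 h replicate 2. SPRET H3K4me2 calls (0) ranged from 63 to 6543, with 416 without 24 h replicate 1, 984 without 24 h replicate 2, 6543 without basal replicate 1 and 63 without basal replicate 2. NOD H3K4me3 calls (14) came to 0 each time (24 h replicate 1, 24 h replicate 2, basal replicate 1 or basal replicate 2 left out). PWK H3K4me3 calls (21) ranged from 0 to 156, with 0 without 24 h replicate 1 or 24 h replicate 2, 156 without basal replicate 1 and 52 without basal replicate 2.

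Over the time course, where the 4 groups share 1 spread, a library of another time also moved a count. H3K27ac calls at 1 h (7580) ranged from 190 to 21879, with 3638 without basal replicate 1, 190 without basal replicate 2, 21879 without 1 h replicate 1, 1467 without 6 h replicate 1 and 1494 without 6 h replicate 2. H3K27ac calls at 6 h (3997) ranged from 227 to 7219, with 1050 without basal replicate 2, 7219 without 1 h replicate 1, 6995 without 1 h replicate 2, 227 without 6 h replicate 1 and 269 without 6 h replicate 2. H3K27ac calls at 24 h (1133) ranged from 446 to 3934, with 582 without basal replicate 2, 3934 without 1 h replicate 1, 3747 without 1 h replicate 2, 446 without 6 h replicate 1, 447 without 6 h replicate 2, 644 without 24 h replicate 1 and 450 without 24 h replicate 2. EGR2 calls at 1 h (0) ranged from 0 to 3382, with 1 without 1 h replicate 1 and 3382 without 1 h replicate 2. EGR2 calls at 6 h (0) ranged from 0 to 139, with 34 without 1 h replicate 1, 139 without 1 h replicate 2, 20 without 6 h replicate 1 and 126 without 6 h replicate 2. EGR2 calls at 24 h (0) ranged from 0 to 74, with 50 without 1 h replicate 1, 74 without 1 h replicate 2, 41 without 6 h replicate 1 and 35 without 6 h replicate 2.

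Between the Egr2 genotypes, each library of the 4 groups was left out in turn. H3K27ac genotype calls in basal macrophages (9) ranged from 0 to 40, with 1 without Egr2flfl 24 h replicate 1 or Egr2flfl 24 h replicate 2, 0 without Egr2flfl basal replicate 1, 40 without Egr2flfl basal replicate 2, 5 without LyzMCreEgr2flfl basal replicate 1 and 21 without LyzMCreEgr2flfl basal replicate 2. H3K27ac genotype calls at 24 h (1153) ranged from 461 to 1204, with 461 without Egr2flfl 24 h replicate 1, 463 without Egr2flfl 24 h replicate 2 and 659 without LyzMCreEgr2flfl 24 h replicate 1. H3K27ac interaction calls (0) ranged from 0 to 16, with 1 without Egr2flfl basal replicate 2, 16 without LyzMCreEgr2flfl 24 h replicate 2 and 8 without LyzMCreEgr2flfl basal replicate 2. H3K4me2 genotype calls in basal macrophages (4) ranged from 0 to 10, with 2 without Egr2flfl 24 h replicate 1 or Egr2flfl 24 h replicate 2, 0 without Egr2flfl basal replicate 1, 1 without LyzMCreEgr2flfl basal replicate 1 and 10 without LyzMCreEgr2flfl basal replicate 2. H3K4me2 genotype calls at 24 h (425) ranged from 130 to 461, with 132 without Egr2flfl 24 h replicate 1, 130 without Egr2flfl 24 h replicate 2 and 201 without LyzMCreEgr2flfl 24 h replicate 1. H3K4me2 interaction calls (2) ranged from 0 to 13, with 0 without Egr2flfl 24 h replicate 1, Egr2flfl 24 h replicate 2 or LyzMCreEgr2flfl basal replicate 1, 13 without Egr2flfl basal replicate 1, 4 without Egr2flfl basal replicate 2, 1 without LyzMCreEgr2flfl 24 h replicate 1 and 9 without LyzMCreEgr2flfl 24 h replicate 2. STAT6 genotype calls at 24 h (1) ranged from 0 to 4, with 0 without Egr2flfl 24 h replicate 1, Egr2flfl 24 h replicate 2, Egr2flfl basal replicate 1, Egr2flfl basal replicate 2, LyzMCreEgr2flfl 24 h replicate 2 or LyzMCreEgr2flfl basal replicate 2, 2 without LyzMCreEgr2flfl 24 h replicate 1 and 4 without LyzMCreEgr2flfl basal replicate 1. PPARg genotype calls in basal macrophages (0) ranged from 0 to 50, with 31 without Egr2flfl basal replicate 1, 50 without Egr2flfl basal replicate 2, 13 without LyzMCreEgr2flfl basal replicate 1 and 45 without LyzMCreEgr2flfl basal replicate 2. PPARg genotype calls at 24 h (0) ranged from 0 to 231, with 231 without Egr2flfl 24 h replicate 1, 179 without Egr2flfl 24 h replicate 2 and 25 without LyzMCreEgr2flfl 24 h replicate 2. PPARg interaction calls (0) ranged from 0 to 192, with 192 without Egr2flfl 24 h replicate 1, 28 without Egr2flfl basal replicate 1, 159 without Egr2flfl 24 h replicate 2, 50 without Egr2flfl basal replicate 2 and 31 without LyzMCreEgr2flfl basal replicate 2. PU1 genotype calls in basal macrophages (0) ranged from 0 to 24, with 24 without LyzMCreEgr2flfl basal replicate 2. PU1 genotype calls at 24 h (442) ranged from 0 to 582, with 0 without Egr2flfl 24 h replicate 1 or Egr2flfl 24 h replicate 2, 280 without Egr2flfl basal replicate 1, 94 without LyzMCreEgr2flfl 24 h replicate 1 and 245 without LyzMCreEgr2flfl 24 h replicate 2. CEBPb genotype calls at 24 h (386) ranged from 0 to 412, with 0 without Egr2flfl 24 h replicate 1 or LyzMCreEgr2flfl 24 h replicate 2, 87 without LyzMCreEgr2flfl 24 h replicate 1 and 1 without Egr2flfl 24 h replicate 2.

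Other values moved with 1 library left out too. The share of induced regions highest at 6 h (62.0%) ranged from 39.5% to 68.6%, with 68.6% without basal replicate 1, 53.2% without basal replicate 2, 66.0% without 1 h replicate 1, 39.5% without 1 h replicate 2, 59.2% without 6 h replicate 1, 66.2% without 6 h replicate 2, 51.6% without 24 h replicate 1 and 63.9% without 24 h replicate 2. The H3K27ac difference between gained and no EGR2 site (0.14) ranged from 0.066 to 0.23, with 0.23 without basal replicate 1, 0.066 without basal replicate 2, 0.074 without 24 h replicate 1 and 0.19 without 24 h replicate 2. The median correlation between strains (0.79) ranged from 0.71 to 0.79, with 0.71 without PWK 24 h replicate 2, PWK basal replicate 1 or PWK basal replicate 2. The median share with the same sign (97.7%) ranged from 94.1% to 97.7%, with 95.2% without BALB basal replicate 1, 94.5% without NOD basal replicate 2, 94.8% without PWK 24 h replicate 2 or PWK basal replicate 1 and 94.1% without PWK basal replicate 2. Matched regions induced in 1 of 5 strains (656) ranged from 665 to 1078, with 1078 without NOD basal replicate 1. Egr2's log2 fold (-0.43) ranged from -0.89 to 0.024, with 0.024 without 24 h replicate 2. Cd36's log2 fold (-0.041) ranged from -0.28 to 0.20, with 0.093 without 24 h replicate 1 and 0.20 without basal replicate 2. Msx3's log2 fold (-0.40) ranged from -0.94 to 0.14, with 0.14 without 24 h replicate 2. Mmp12's log2 fold (-0.19) ranged from -0.51 to 0.14, with 0.14 without 24 h replicate 1 and 0.12 without basal replicate 2. Btbd11's log2 fold (-1.10) ranged from -1.91 to -0.29, with -0.29 without 24 h replicate 1, -1.91 without 24 h replicate 2, -1.64 without basal replicate 1 and -0.56 without basal replicate 2. The Maf region's limma adjusted p (0.0071) was 0.0952 without Egr2flfl 24 h replicate 2 and 0.0965 without LyzMCreEgr2flfl 24 h replicate 1. The Fbxo42 region's limma adjusted p (0.0155) was 0.507 without basal replicate 1.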

Other observations

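Of the tests in this part, that of the share of tags behind the falls at 24 h, that of the single library at 1 h and those of the tags in the regions and of the number of regions under median-ratio scaling between the genotypes were chosen only after the result was seen. So was the basal comparison set beside the test by EGR2 gain.

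More H3K27ac regions fell than rose at 24 h in C57, BALB and NOD. In BALB this rested on 24 h replicate 2, without which 2448 rose and 2008 fell. With no filter on low values more regions rose than fell in C57 (5742 and 5460) and in NOD (4254 and 3888). A smaller share of tags in the regions at 24 h (in BALB only in replicate 2) may explain the excess. Under median-ratio scaling at most 41.1% of changed regions fell in these strains (NOD). That scaling takes out any shift shared by the regions, whatever its cause, so the value cannot tell the explanation apart from others. Whether fewer tags in regions reflect library quality or a broad loss of H3K27ac at 24 h cannot be settled without a scale from outside the regions, and stays open.

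At 1 h, 16049 regions fell and 1800 rose. The 2 libraries of that time differed in the percentage of tags in regions (20.5% and 43.95%). Without 1 h replicate 2, 11599 fell and 3835 rose, so that library alone is not the whole cause of the excess. Without 1 h replicate 1, 29007 fell and 595 rose. Median-ratio scaling gave 3678 and 4116, and scaling stays open as a cause for the remainder, which may hold for both libraries.

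In LyzMCreEgr2flfl macrophages 1087 of the called H3K27ac regions were lower at 24 h and 66 higher. A smaller share of tags in the regions of those libraries, or any other factor common to all regions, would move the tags in the regions and the median ratio alike. The tags in the regions had a log2 ratio of -0.20 (SD 0.098, n = 2 libraries at 24 h) and the median log2 ratio over the regions was -0.52 (SD 0.025), lower by a further -0.32 (SD 0.074). A common factor is therefore not the whole cause. Nor is it the whole cause of the unequal differences, since 1032 regions were still called under median-ratio scaling, which removes any such factor. In a test set before its result was seen, regions with a larger EGR2 gain in C57 were set against regions of equal H3K27ac level with a smaller gain. They were lower by a further -0.0497 on the log2 scale (SD 0.0057, n = 2 libraries at 24 h). By the criterion written for it this spoke against a common factor, but the same difference in the basal libraries was 0.0014 and -0.0336, which came near it, so this test alone decides little. A difference in background between the libraries, which would weigh on low regions most, and an effect of EGR2 both stay open, and neither was tested.

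At regions with a gained EGR2 site in C57, H3K27ac fell less than at regions with no site. Within 10 bins of equal H3K27ac level the difference was 0.314 (SD 0.0206, n = 2 libraries), larger than the 0.14 without bins, so the level of the regions does not explain it. It may relate to EGR2 binding or to another property of these regions, such as being bound by any factor, which was not tested. Without a filter on low values the unbinned difference was -0.14.

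For Pol II in C57, 4 of the 35 splits of the 7 libraries into groups of these sizes called at least as many regions as the real one (216), up to 2822, so chance cannot be excluded. Where numbers pair the libraries, the real split was the only one of 8 that part as many pairs to reach that count, and the 3 others part fewer pairs. The split with 2822 calls set replicates 1 and 2 of both groups against the remaining libraries, so it follows the replicate numbers, and with these as a block 548 regions were called. In PWK (1037 calls) and in SPRET (576 calls), 1 of 10 splits, the real one, gave as many, which is too few splits to exclude chance.

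H3K27ac in C57 rose in 2344 regions by the fold rule here, 2131 of them intronic or intergenic. That is higher than the value quoted from the study above. It fell in 5117 regions here, 4271 of them intronic or intergenic. That too is higher than the value quoted from the study above. Intronic or intergenic regions where Pol II passed the rule as well numbered 560 and 682. The regions and the scaling behind the quoted values were not matched here.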
